A study of Mus musculus with 16 samples. Its data were reported in "Single-cell transcriptomics reveals a mechanosensitive injury signaling pathway in early diabetic nephropathy" (2023).

How the data were processed

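The study measured RNA in single cells of kidneys from BTBR ob/ob mice, which carry a mutation of the leptin gene and become obese and diabetic (the DN mice), and from BTBR mice without the mutation (the control mice). One suspension per mouse was enriched for glomeruli by a Percoll density gradient that removes proximal tubule (PT) fragments, and 1 library was made per mouse with a droplet-based 3 prime kit. The labels gave 16 libraries in 8 groups of 2, made of genotype, sex and age (6 or 12 weeks), and a replicate number of 1 or 2 in each group. Every library was assigned to its group from its title, and none was left out.

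The authors deposited, for each library, a matrix of unique molecular identifier (UMI) counts per gene and cell barcode. By their methods they made it with CellRanger on the mouse mm10 genome and kept the barcodes that CellRanger called as cells. These are whole, raw counts that were not normalized. Their methods name 2 versions of the kit without saying which library had which. The lowest depth of any barcode was 500 UMIs. The 31053 features were the same in all libraries, and 31011 of their identifiers were found in the GENCODE M21 annotation of the GRCm38 build, from which all coordinates were taken. The files pair identifiers with gene symbols, and these symbols were used. Whether counting used the strand was not stated for these libraries, so antisense genes were treated as uncertain. How often libraries shared cell barcodes split them into 12 libraries that shared one barcode list and 4 (replicate 1 of each of the 4 female groups) that shared another. The 4 libraries held 10510855 to 21728793 UMIs and the other 12 held 83410397 to 125551519, so this split was used as a technical batch, here called the chemistry. Each batch held both genotypes, and all male libraries were in the first.

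The deposited counts were filtered as the study's methods describe. Barcodes with 200 to 7000 detected genes and at most 50% mitochondrial counts were kept, which left 94436 of 116439. Counts were scaled to a fixed total per cell and log-transformed, and 2000 variable genes were chosen per library by dispersion, leaving out sex-linked, ribosomal and mitochondrial genes and all members of the gene lists tested later. The first 30 principal components were aligned between libraries by a Python version of the Harmony method written for this purpose (100 soft clusters, theta 2, sigma 0.1, lambda 1), and cells were clustered by the Leiden method (leidenalg 0.10.2, igraph 0.11.9) on a graph of 20 neighbours at resolution 1.0. This gave 47 clusters. An earlier clustering with each library only centred was dropped before any genotypes were compared because many of its clusters came from single libraries.

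The samples, tests, covariates, cell type markers, gene lists, rule for naming genes and alternative settings were fixed before the data were examined. The thresholds that turned markers into names were not: they were set after the clusters were seen. A marker counted when at least 10% of the cluster's cells had it and its mean was over 2 times that of the other cells, and a class was named from at least 3 such markers with a mean log2 score of at least 0.9 over its whole list. A cluster stayed unnamed where a second class reached 0.6 of that score, where markers of another class led, or where cells were shallow and no marker of the class led. Names are written as X-like because they rest on these markers alone. The 10 unnamed clusters held 16745 of the 85866 cells finally kept. Their mean share was 31.3% in control males and 13.8% in control females at 6 weeks, 16.8% and 23.6% in these at 12 weeks, and 16.3%, 14.8%, 11.6% and 14.2% in DN males and females at 6 weeks and then at 12 weeks. None of these clusters differed in share between the genotypes (lowest exact two-sided permutation p 0.196, adjusted 0.838).

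Doublets were removed as the study describes, with lineage markers: tubule-like cells with a UMI of Pecam1, Pdgfrb, Ptprc or 1 further marker that is not reported here and other cells with a UMI of Cubn or Epcam were left out (7603 cells, 8.05%). Cells of the other, non-tubular classes with over 20% mitochondrial counts were then left out, leaving 85866. Scrublet, run through scanpy 1.11.5 with an expected rate of 0.06, was the alternative and marked 1857 cells (1.97%). Its automatic threshold marked under 0.5% of cells in 3 of the 16 libraries, where the median threshold of the other 13 was used.

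Cells were not treated as replicates. Raw counts were summed per library and class, and sums of at least 10 cells were tested across libraries, where each genotype had at least 3 at the age and both sexes were there, with edgeR 4.0.16 (R 4.3.3), using its quasi-likelihood test, TMM factors and filterByExpr with its default minimum count of 10. The study itself tested single cells. All 16 libraries entered one fit per class with sex within age and genotype within age as terms, and the Benjamini-Hochberg method adjusted p over the genes tested in a class and contrast. A gene was called at an adjusted p under 0.05. Log2 fold changes are DN minus control with edgeR's coefficients, and their standard errors were derived from the test statistic. CPM values use each library's total in the class times its TMM factor. Differences of the DN effect between ages and between sexes were tested as contrasts of the same fit. Same-numbered DN and control libraries of one sex and age made 8 pairs, the numbers coming from the titles. In 15 combinations of class, sex and age, deviations from the group means correlated between same-numbered DN and control libraries at 0.248 to 0.750 across genes, so the numbers were taken to pair the libraries. The fit with the 8 pairs as a block was planned as an alternative, and its counts are given beside the main ones.

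Shares of cells per library were compared with an exact two-sided permutation test of genotype within sex and age (1296 arrangements), with adjustment over the 16 classes. At 1 age alone, genotype was permuted over its 8 libraries without regard to sex (70 arrangements). At 1 age the smallest p that 4 libraries against 4 can reach is 0.0286. Lists of MRTF-SRF, YAP, NRF2 and PPAR targets and of extracellular matrix, glucose handling and dissociation stress genes were tested with camera in limma 3.58.1 at its preset correlation of 0.01. They were tested again with an estimated correlation and with fry. Adjustment was over 56 combinations of list, class and age. The genes named by rule were, for each of the mesangial-like, podocyte-like, glomerular EC-like and PT-like classes and each age, the 3 called genes with the lowest p whose values did not overlap between genotypes within each sex. Besides these, Acta2, Tagln, Srf, Mkl1 and Mkl2 in mesangial-like cells, Slc5a2, Slc5a1, Slc2a1 and Slc2a2 in PT-like cells, Lep and sex-linked genes had been named in advance. The last 500 bases of the transcripts of named genes were compared with all other genes by blastn 2.17.0, and matches of at least 90 bases and 97% identity were taken as near-identical copies.

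The alternatives were the replicate block, a chemistry term, RLE size factors, no filter on low counts, only the 8 libraries of the age, DESeq2 1.42.0, at least 30 cells per sum, doublets kept, Scrublet, resolutions of 0.6 and 1.6, the listed genes kept in the clustering, and each library left out in turn. DESeq2 with the block, and each pair left out with the block, were added after the data were seen, as were 3 alternatives for the podocyte-like share. The scripts were tested on simulated data, in which counts were drawn from the real means with 200 genes changed. At 12 weeks in mesangial-like cells, 48.0% of the genes changed by a factor of 2 and 94.8% of those changed by a factor of 4 were recovered among 9727 genes, with 10 false calls in 151. The values were 37% and 90.9% of 9725 genes at 6 weeks (9 false of 139). In podocyte-like cells at 6 weeks they were 26.1% and 88.2% (9 false of 118). In PT-like cells they were 22.7% and 84.8% at 6 weeks (6 false of 112) and 33% and 80% at 12 weeks (6 false of 119), and in glomerular EC-like cells at 12 weeks 22.9% and 81.6%. A difference of a factor of 4 between the effects at the 2 ages was recovered for 72.7% of genes in mesangial-like and 60.9% in PT-like cells, and between the sexes for 67.0% and 57.4%. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9.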

Results

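The data were UMI counts from 16 mouse kidney libraries, 1 per mouse, from BTBR ob/ob mice (DN) and BTBR mice without the mutation (control), with 2 females and 2 males of each genotype at 6 weeks and at 12 weeks. The study took 6 weeks as the onset of diabetic nephropathy and 12 weeks as its early stage, and asked which kidney cells change in it. The libraries held 116439 cell barcodes and 1267078476 UMIs. Totals ran from 10510855 UMIs (control female 6 weeks replicate 1) to 125551519 (control female 6 weeks replicate 2). The 4 female libraries with replicate number 1 held at most 21728793 UMIs and the other 12 at least 83410397. Control male 6 weeks replicate 2 had the shallowest cells, with a median of 698 UMIs per barcode.

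Sex-linked genes followed the labels in every library. Xist was at 739 to 1032 CPM in the 8 female libraries and at 0.111 to 0.196 CPM in the 8 male ones, and Ddx3y at 0 to 0.009 CPM in females and at 56.9 to 75.3 CPM in males. Lep, the mutated gene, had 0 to 7 UMIs per library, too few to check the genotype labels. The replicates of each group differed by far more than sampling noise, with a chi-square per degree of freedom of at least 205 over genes.

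After the filters, 85866 cells remained, and 69121 of them fell into 16 classes named from markers. PT-like cells were 20.5% of kept cells (17593). Principal cell-like (PC, 9.74%), connecting tubule-like (CNT, 8.63%), intercalated B-like (IC-B, 7.72%), ascending loop of Henle-like (aLOH, 4.72%), intercalated A-like (IC-A, 4.43%), distal convoluted tubule-like (DCT, 4.12%) and descending loop-like (dLOH, 1.88%) cells made up the other tubule classes. Of the glomerular classes, glomerular endothelial cell (EC)-like cells were 7.17% (6152 cells), mesangial-like cells 4.71% (4041) and podocyte-like cells 1.39% (1191). Smooth muscle and renin-like (2.16%), immune-like (1.15%), mitotic (0.843%), peritubular and venous EC-like (0.703%) and arterial EC-like (0.655%) cells were fewer.

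The first comparison asked whether the makeup of the suspensions differed between genotypes. The podocyte-like share was 0.686% ± 0.305 in DN and 1.846% ± 1.504 in control libraries (mean ± SD, n = 8 each). It was lower in DN in 7 of 8 pairs, with an exact two-sided permutation p of 0.0139 that did not pass adjustment over the 16 classes (0.0741). At 12 weeks it was 0.689% ± 0.328 against 2.79% ± 1.68 (n = 4 each, exact p 0.0286, adjusted 0.229), and at 6 weeks 0.683% ± 0.332 against 0.906% ± 0.294 (n = 4 each, exact p 0.371, adjusted 0.914). The alternative that moved the difference most was leaving out control male 12 weeks replicate 2, without which it went from -1.16 to -0.763 percentage points. That library held 311 podocyte-like cells, 4.62% of its kept cells. The other library that counted was DN female 6 weeks replicate 1, without which the exact permutation p was 0.0556. Of all podocyte-like cells, 926 (77.7%) came from control and 265 (22.3%) from DN libraries, which held 47062 and 38804 kept cells.

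The PT-like share was higher in DN, at 25.8% ± 5.17 against 15.9% ± 3.17 (mean ± SD, n = 8 each). It was higher in 8 of 8 pairs, with an exact two-sided permutation p of 0.00154 and an adjusted p of 0.0247. The kept cells include the unnamed ones, 43.2% of control male 6 weeks replicate 2 and 17.6% of DN male 6 weeks replicate 2. Shares of named cells alone were tested only for podocyte-like cells, so how far the PT-like difference depends on the unnamed cells is open. The immune-like share was also higher in 8 of 8 pairs, at 1.44% ± 0.691 against 0.901% ± 0.317 (exact permutation p 0.00463, adjusted 0.0370). In DN male 12 weeks replicate 1 it was 3.11%, against 1.19% to 1.26% in the other DN libraries at 12 weeks. Mesangial-like cells were 6.39% ± 3.31 in DN and 3.64% ± 1.75 in control libraries (exact permutation p 0.0386, adjusted 0.123), and mitotic cells 1.08% ± 0.596 and 0.583% ± 0.338 (exact permutation p 0.0247, adjusted 0.0988). Glomerular EC-like cells did not differ, at 7.99% ± 6.66 and 8.13% ± 9.13 (exact permutation p 0.985). Since shares add up to a whole, these differences are not independent.

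**Figure D1:**
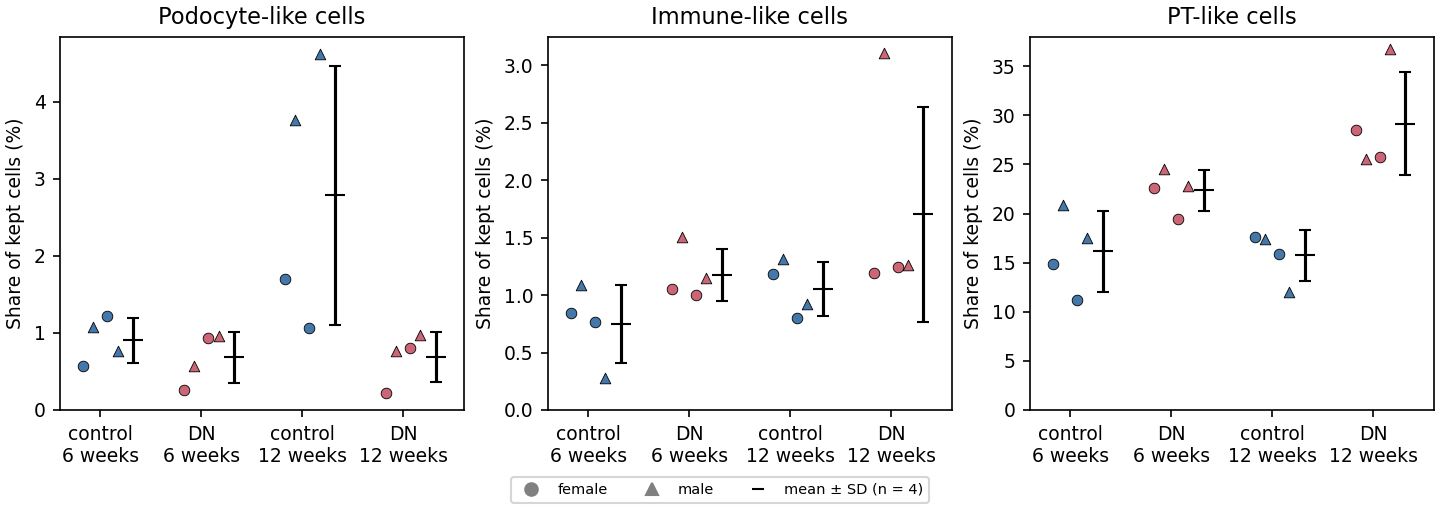
Share of kept cells in percent (vertical axes) for podocyte-like, immune-like and PT-like cells, with 1 point per library by genotype and age (circles female, triangles male) and bars for the mean and SD of 4 libraries. The control libraries at 12 weeks spread most in the podocyte-like panel, where both male libraries lie highest, at 3.76% and 4.62%.

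The second comparison asked which genes differed between DN and control mice within a cell class. Summed over the classes, edgeR called 122 genes at 6 weeks (79 higher in DN and 43 lower, in 11 of 16 classes tested) and 551 at 12 weeks (404 higher and 147 lower, in 10 of 15). With the 8 pairs as a block, which of the settings that kept all libraries moved these sums most, they were 2118 and 4744. Mesangial-like cells had the most calls at 12 weeks and PT-like cells at 6 weeks, whereas with the block mesangial-like (399), DCT-like (270), IC-A-like (233) and PC-like cells (233) had more at 6 weeks than PT-like cells (232). Calls in connecting tubule-like, principal cell-like and smooth muscle and renin-like cells numbered 89, 61 and 28 at 12 weeks and 0, 3 and 2 at 6 weeks. For the 0 in connecting tubule-like cells, edgeR gave 521 genes at an unadjusted p under 0.05 and DESeq2 called 12. Apart from podocyte-like cells, no remaining class had more than 8 calls at either age without the block, against up to 295 with it. The sum at 6 weeks was 45 without control male 6 weeks replicate 2, and that at 12 weeks was 232 without control male 12 weeks replicate 2.

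**Figure D2:**
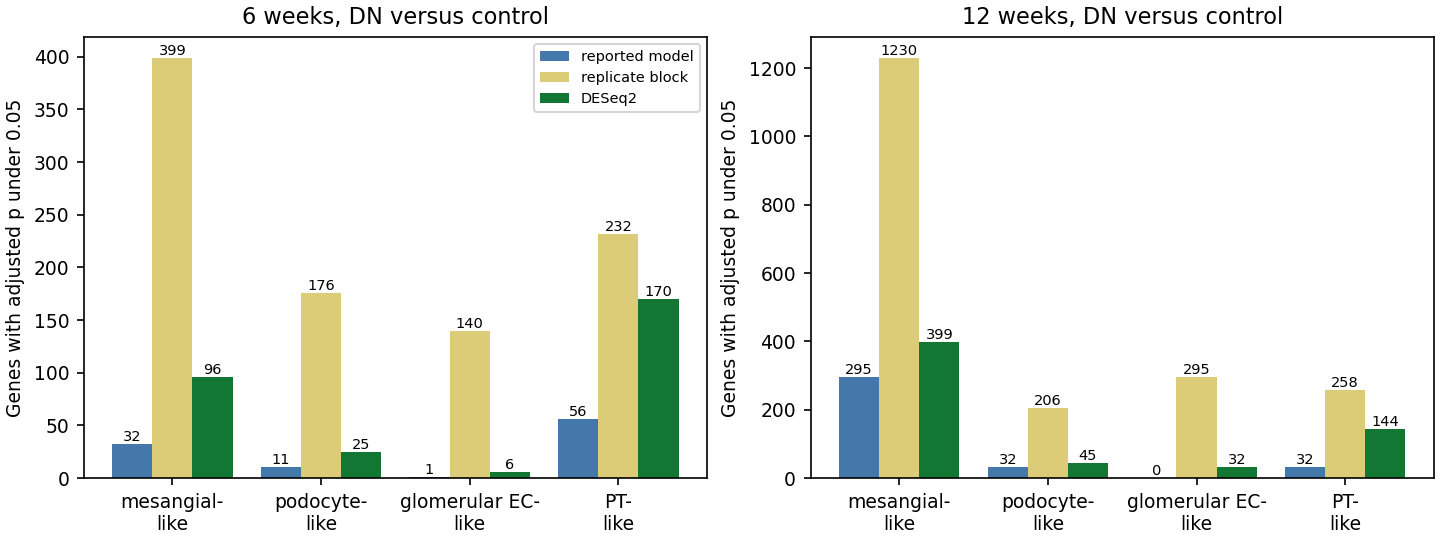
Number of genes called in 4 cell classes at 6 weeks (left) and 12 weeks (right), on different vertical scales, by edgeR without the block (blue), edgeR with the replicate block (yellow) and DESeq2 without the block (green). Mesangial-like cells have 32, 399 and 96 calls at 6 weeks and 295, 1230 and 399 at 12 weeks.

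In mesangial-like cells, 32 of 9930 genes tested were called at 6 weeks (25 higher, 7 lower; 533 control and 831 DN cells) and 295 at 12 weeks (208 higher, 87 lower; 1057 and 1620 cells). With the block, 399 and 1230 were called, and these included all 32 and all 295, each with the same sign. In all 32 and in 273 of the 295, no DN library overlapped a control library of the same sex. Without control male 6 weeks replicate 1, 3 genes were called at 6 weeks, and without control male 12 weeks replicate 1, 139 were called at 12 weeks. Of the 32 genes, 30 were also called at 12 weeks, and 293 of the 295 had the same sign at 6 weeks, with a median log2 fold change in their direction of 0.88 there against 1.42 at 12 weeks. Tested directly, no gene's DN effect differed between the ages in edgeR (164 at an unadjusted p under 0.05; DESeq2 called 0; 4 with the block).

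C1qtnf3 (ENSMUSG00000058914; chromosome 15, 10952332 to 10980150, plus strand, GRCm38) rose by 3.95 ± 0.48 on the log2 scale at 6 weeks (edgeR estimate ± SE, adjusted p 0.00129), from 3.89 ± 2.84 to 59.2 ± 27.1 CPM (mean ± SD, n = 4 each), and by 4.74 ± 0.44 at 12 weeks (adjusted p 2.3e-05), from 3.50 ± 2.84 to 68.7 ± 17.8 CPM. Ogn (ENSMUSG00000021390; chromosome 13, 49608046 to 49624501, plus strand) rose by 3.95 ± 0.50 at 6 weeks (adjusted p 0.00129), from 5.43 ± 1.62 to 85.8 ± 41.6 CPM, and by 4.35 ± 0.46 at 12 weeks (adjusted p 7.0e-05), from 3.52 ± 1.32 to 77.2 ± 42.1 CPM. Pcp4l1 (ENSMUSG00000038370; chromosome 1, 171173262 to 171196268, minus strand) fell by 1.40 on the log2 scale at 6 weeks (SE 0.19, adjusted p 0.00349), from 567 ± 109 to 214 ± 54.7 CPM. Adam28 (ENSMUSG00000014725; chromosome 14, 68606027 to 68655842, minus strand) fell by 4.52 at 12 weeks (SE 0.45, adjusted p 3.4e-05), from 21.7 ± 6.10 to 0.748 ± 0.813 CPM. Its transcript end shares 119 bases at 97.5% identity with 3 other genes, and 1 control library, male 12 weeks replicate 2, stood apart at 30.9 CPM.

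Of the genes named in advance, Acta2 (ENSMUSG00000035783; chromosome 19, 34241090 to 34255590, minus strand), which encodes smooth muscle actin, rose by 2.86 ± 0.52 at 6 weeks (adjusted p 0.0202), from 43.8 ± 27.5 to 295 ± 132 CPM, and by 2.34 ± 0.47 at 12 weeks (adjusted p 0.00808), from 42.6 ± 27.98 to 237 ± 59.6 CPM. Tagln (ENSMUSG00000032085; chromosome 9, 45929619 to 45936058, minus strand) rose by 2.51 ± 0.53 at 12 weeks (adjusted p 0.01005), from 15.3 ± 12.0 to 95.1 ± 34.3 CPM. At 6 weeks its change of 2.52 ± 0.56 was not called (adjusted p 0.0700), whereas with the block it was (adjusted p 3.5e-05). The call of Acta2 was lost in 5 of 29 alternatives at 6 weeks, 4 of which left out a library (adjusted p up to 0.148, without control male 6 weeks replicate 1). At 12 weeks it was lost without control male 12 weeks replicate 1 (0.0557), as was that of Tagln (0.0796), which was also lost without DN female 12 weeks replicate 2 (0.0515). Both genes are also abundant in smooth muscle and renin-like cells. Srf changed by 0.37 and 0.02 on the log2 scale at 6 and 12 weeks, Mkl1 by 0.34 and 0.33 and Mkl2 by 0.11 and 0.51, and none was called (lowest adjusted p 0.502). These 3 genes encode the SRF transcription factor and its MRTF cofactors. The study's evidence on the cofactors included staining of the proteins, with MRTFB raised and found in nuclei of DN mesangial cells. RNA levels show neither the amount of a protein nor its place in the cell, so they do not test that observation.

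**Figure D3:**
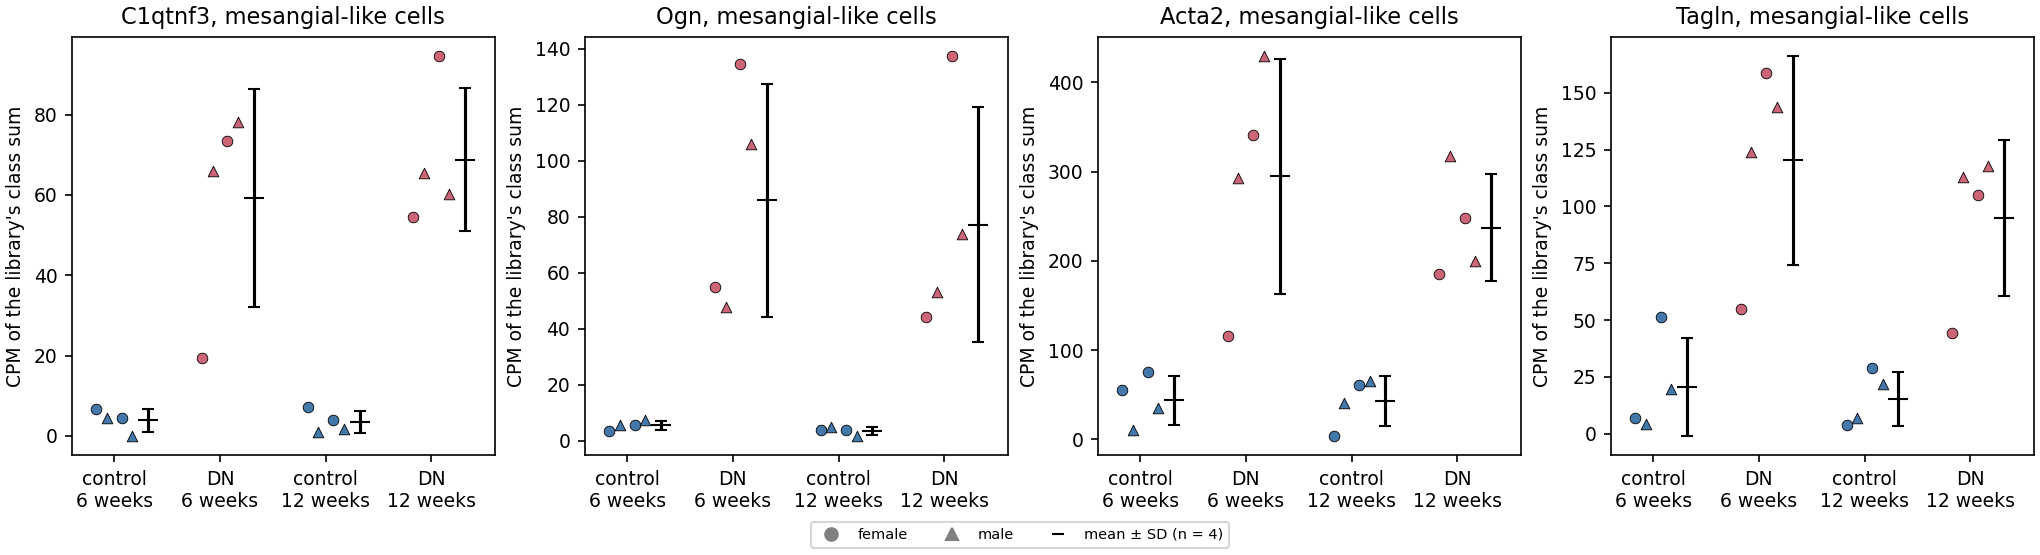
CPM (vertical axes) of C1qtnf3, Ogn, Acta2 and Tagln in mesangial-like cells, with 1 point per library by genotype and age (circles female, triangles male) and bars for the mean and SD of 4 libraries. For all 4 genes every DN library lies above every control library of its age.

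The MRTF-SRF target list addressed the study's question of mechanosensitive regulation in glomerular cells. In mesangial-like cells the median log2 fold change of its 36 tested members was 0.50 at 6 weeks and 0.57 at 12 weeks, and 34 of 36 were higher in DN at both ages (camera, adjusted p 7.5e-20 and 2.0e-13). With adjustment over all genes 2 and 8 members were called, and adjusted over the list alone 16 and 19. With an estimated correlation the adjusted p was 0.0460 at 6 weeks and 0.0653 at 12 weeks, and fry gave 0.0180 at both. In podocyte-like cells the median was 0.19 and 0.58 (camera adjusted p 0.0171, or 0.0716 with the block, and 9.6e-10), in glomerular EC-like cells 0.06 and 0.27 (0.453 and 1.6e-06) and in PT-like cells 0.14 and 0.19 (0.128 and 0.126). The YAP list had medians of 0.18 and 0.21 in mesangial-like cells (adjusted p 0.116, or 0.0384 with the block, and 0.0201), and the extracellular matrix list 0.61 and 0.72 (2.3e-07 and 1.1e-07). At 12 weeks 7 matrix genes were called higher and 1 lower, and adjusted over the list alone 16 were called. The calls for the MRTF-SRF list in mesangial-like cells at both ages, the NRF2 list in PT-like cells at 6 weeks and the PPAR list in PT-like cells at both ages held under fry. Under an estimated correlation the MRTF-SRF and NRF2 lists at 6 weeks and the PPAR list at 12 weeks held, and no other list in any of the 4 classes passed with either. With the block the estimated correlation gave 0.0716 for the MRTF-SRF list at 6 weeks, and fry gave 0.0170 and 0.0168 for the matrix list at 6 and 12 weeks.

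In podocyte-like cells, 11 of 8457 genes were called at 6 weeks (10 higher, 1 lower) and 32 at 12 weeks (29 higher, 3 lower), against 176 and 206 with the block. These rested on 218 control and 126 DN cells at 6 weeks, where only 3 DN libraries had enough cells, and on 708 and 130 cells at 12 weeks. In 10 of the 11 and 25 of the 32, no DN library overlapped a control library of the same sex. Without control female 6 weeks replicate 2 there was 1 call at 6 weeks, and without control male 12 weeks replicate 2 there were 7 at 12 weeks. At 6 weeks Gadd45b (ENSMUSG00000015312; chromosome 10, 80930073 to 80932204, plus strand), a stress-responsive gene, rose by 2.74 ± 0.36 (adjusted p 0.000918), from 40.0 ± 31.2 (n = 4) to 280.5 ± 11.8 CPM (n = 3). Endou (ENSMUSG00000022468; chromosome 15, 97711015 to 97731339, minus strand) rose by 2.02 ± 0.34 (adjusted p 0.0139), from 128 ± 50.9 to 568 ± 280 CPM. Slpi (ENSMUSG00000017002; chromosome 2, 164354070 to 164389095, minus strand, overlapping the microRNA gene Mir7678) was called at both ages (adjusted p 0.0139 and 0.00144). It had 228 UMIs in DN and 1 in control cells at 6 weeks, a ratio of 354 (95% counting interval 62.9 to 14043), and 295 against 1 at 12 weeks, a ratio of 1363 (243 to 54000). At 12 weeks DN male replicate 2 was at 795 CPM and the other 3 DN libraries at 10.3 to 22.7. Slc6a13 (ENSMUSG00000030108; chromosome 6, 121300227 to 121337733, plus strand) rose by 3.76 ± 0.54 at 12 weeks (adjusted p 0.00144), from 2.69 ± 2.40 to 53.2 ± 17.1 CPM, and Ddah1 (ENSMUSG00000028194; chromosome 3, 145758675 to 145894277, plus strand) by 1.84 ± 0.30 (adjusted p 0.00688), from 39.5 ± 9.59 to 140 ± 37.3 CPM. The dissociation stress list, fixed to check for an effect of tissue handling, had a median log2 fold change of 1.24 at 6 weeks and 1.39 at 12 weeks in podocyte-like cells (camera adjusted p 4.6e-13 and 2.0e-09; 2 members called at each age, 8 adjusted over the list alone).

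In glomerular EC-like cells 1 of 9901 genes was called at 6 weeks (263 at an unadjusted p under 0.05, 6 called by DESeq2) and 0 at 12 weeks (437 and 32), against 140 and 295 with the block. The 1 gene, Cxcl16 (ENSMUSG00000018920; chromosome 11, 70453983 to 70459984, minus strand), rose by 1.30 ± 0.19 (adjusted p 0.0330), from 33.0 ± 6.98 to 81.9 ± 10.2 CPM (n = 4 each). It was not called in 17 of 29 alternatives, 14 of which left out a library, with adjusted p up to 0.350.

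In PT-like cells, 56 of 12872 genes were called at 6 weeks (35 higher, 21 lower; 3922 control and 4453 DN cells) and 32 at 12 weeks (23 higher, 9 lower; 3653 and 5565 cells), against 232 and 258 with the block, which included all 56 and all 32. Within each sex, 46 and 31 of them did not overlap between genotypes. There were 12 calls at 6 weeks without DN male 6 weeks replicate 1 and 14 at 12 weeks without DN male 12 weeks replicate 1. Both ages shared 22 genes, all with the same sign, and no gene's effect differed between the ages in edgeR (87 at an unadjusted p under 0.05; DESeq2 called 0). At 6 weeks Ephx1 (ENSMUSG00000038776; chromosome 1, 180976210 to 181020904, minus strand, overlapping Gm36961) rose by 3.58 ± 0.43 (adjusted p 0.00178), from 1.73 ± 0.677 to 21.2 ± 14.1 CPM. The fructose transporter gene Slc2a5 (ENSMUSG00000028976; chromosome 4, 150119283 to 150144169, plus strand) rose by 1.68 ± 0.20 (adjusted p 0.00178), from 20.6 ± 7.92 to 63.6 ± 18.1 CPM. The antisense gene 0610031O16Rik (ENSMUSG00000099146; chromosome 3, 138210716 to 138240405, minus strand) fell by 3.87 (SE 0.43, adjusted p 0.00178), from 6.96 ± 7.25 to 0.446 ± 0.527 CPM. At 12 weeks C3 (ENSMUSG00000024164; chromosome 17, 57203970 to 57228136, minus strand, overlapping Mir6978) rose by 4.00 ± 0.46 (adjusted p 0.00170), from 4.20 ± 2.60 to 58.9 ± 14.9 CPM. Sulf2 (ENSMUSG00000006800; chromosome 2, 166073089 to 166155663, minus strand) rose by 2.88 ± 0.35 (adjusted p 0.00170), from 1.34 ± 0.942 to 8.02 ± 1.36 CPM. The antisense gene Gm15563 (ENSMUSG00000086387; chromosome 9, 66572001 to 66582059, plus strand) fell by 4.23 (SE 0.50, adjusted p 0.00170), from 2.48 ± 2.52 to 0.113 ± 0.0994 CPM. Both antisense genes are uncertain because reads of the opposite strand may have been counted.

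The study also asked about PT responses to glucose and oxidative stress, counting NRF2 and PPAR signalling as the latter. The glucose transporter genes named in advance were not called: Slc5a2 changed by 0.11 and 0.09 on the log2 scale at 6 and 12 weeks, with either sign among the alternatives, Slc5a1 by 0.68 and 0.43, Slc2a1 by -0.29 and -0.34 and Slc2a2 by 0.43 and 0.54 (lowest adjusted p 0.678). Slc2a2 at 12 weeks was called by DESeq2 with the block (adjusted p 0.0179) and in 2 of the 8 fits with the block that left out a pair. The NRF2 target list had a median log2 fold change of 0.43 at 6 weeks (23 of 27 higher, camera adjusted p 2.3e-16) and 0.32 at 12 weeks (19 of 27, adjusted p 2.1e-06), with 3 and 1 members called over all genes and 9 and 4 adjusted over the list alone. The NRF2 result at 12 weeks passed neither fry (adjusted p 0.0947, or 0.00344 with the block) nor the estimated correlation (0.127). The PPAR target list had medians of 0.38 (29 of 33 higher, adjusted p 6.2e-12) and 0.48 (27 of 33, 4.6e-13), with 0 members called over all genes at either age and 5 and 6 adjusted over the list alone. Its estimated-correlation p was 0.0575 at 6 weeks and 0.04996 at 12 weeks after adjustment (0.112 at 12 weeks with the block). The glucose handling list had medians of 0.19 and 0.17 in PT-like cells (camera adjusted p 0.000204 and 0.0368). It was not confined to them: in podocyte-like cells its median was 0.32 at 6 weeks (23 of 26 higher, camera adjusted p 0.00161) and 0.03 at 12 weeks (0.438). The podocyte-like result at 6 weeks passed neither fry (adjusted p 0.179) nor the estimated correlation (0.246). In mesangial-like and glomerular EC-like cells the list was not called at either age. Median and mean differed in sign for the PPAR list in mesangial-like cells at both ages (-0.05 and 0.01 at 6 weeks, -0.01 and 0.25 at 12 weeks), the NRF2 list there at 6 weeks (-0.04 and 0.02), the matrix list at 6 weeks in podocyte-like (0.17 and -0.06) and PT-like cells (0.04 and -0.01), the glucose list at 12 weeks in no class and at 6 weeks in glomerular EC-like cells (-0.06 and 0.01).

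The last comparison asked whether the DN effect differed between the sexes. In PT-like cells it differed for 26 genes (473 at an unadjusted p under 0.05; 238 with the block, including all 26), and in mesangial-like cells for 0 (151 at an unadjusted p under 0.05; DESeq2 called 0; 9 with the block). The count in PT-like cells was 9 without DN male 12 weeks replicate 1. In podocyte-like and glomerular EC-like cells it was also 0 in edgeR (171 and 101 at an unadjusted p under 0.05) and in DESeq2, against 13 and 0 with the block. Of the 26 genes, 19 changed in opposite directions in females and males. For all 26 the difference between control males and control females was larger than that between DN males and DN females, with a median size of 2.78 against 0.68 on the log2 scale. Cyp4a14 (ENSMUSG00000028715; chromosome 4, 115486200 to 115496142), which had the lowest p and was chosen after its values were seen, was at 1.05 CPM in control and 143 in DN males and at 360 CPM in control and 437 in DN females. Its effect differed by -6.72 ± 0.40 on the log2 scale, female minus male (adjusted p 5.2e-06).

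**Figure D4:**
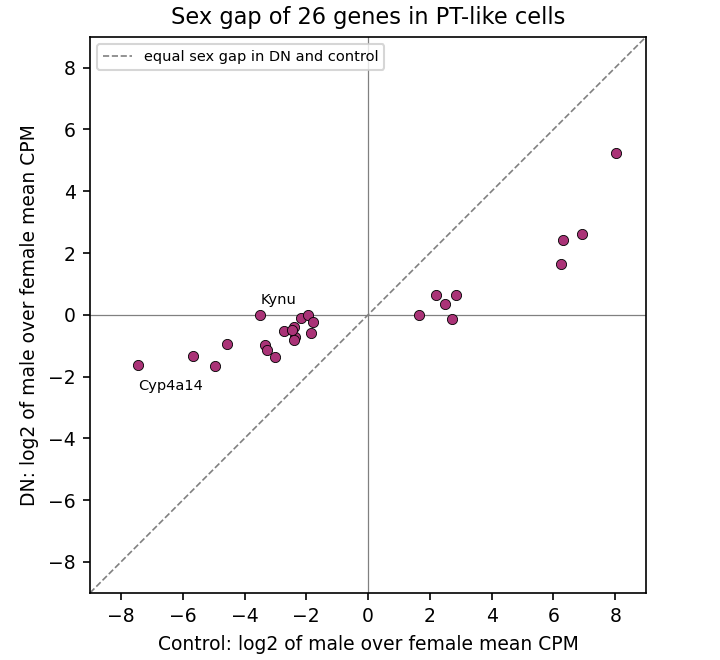
Log2 ratio of the mean CPM in males to that in females in PT-like cells for the 26 genes whose DN effect differed between the sexes, in control (horizontal axis) and in DN libraries (vertical axis), with a dashed line where both are equal. The points lie closer to 0 on the vertical than on the horizontal axis, with median sizes of 0.68 and 2.78.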

Values the study reported

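The study reported single-cell data from kidneys of 16 mice. It had 86,508 cells before and 71,831 after curated removal of doublets, and 70,944 cells in the end, in 21 clusters assigned to 18 cell types. PT cells made up 22.4% of its cells and glomerular cell types 15.6%. About 77% of its podocytes (807 cells) came from control and about 23% (235 cells) from DN mice. Across all cell types the study reported 447 differentially expressed genes at 6 weeks and 740 at 12 weeks.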

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

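The tests of library chemistry and of the number of libraries standing apart by chance were chosen after the results had been seen. Libraries were compared within the 4 of a genotype and age, and a library stood apart when its distance to the nearest of the other 3, as a part of the whole range, was over Dixon's 95% critical value for 4 values. Of 101 such groups 8 held a library apart, where about 1 in 20 (5.1) is what chance gives. The probability of 8 or more by chance is 0.133, if the groups are taken as independent, so chance cannot be excluded for them as a set.

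Total UMIs stood apart in DN female 6 weeks replicate 1 (12416031, the other 3 DN libraries 100453821 to 115592119, ratio 0.8533) and in DN female 12 weeks replicate 1 (21728793 against 83410397 to 90345707, ratio 0.8989). Both belong to the 4 libraries that shared the second barcode list, and all 4 of these held fewer UMIs than every library of the first. This is consistent with another kit version. The kit and the depth of sequencing cannot be separated here because every library of the second list is shallow. No biological explanation was tested.

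The immune-like share stood apart in DN male 12 weeks replicate 1, at 3.11% of kept cells against 1.19% to 1.26% in the other DN libraries at 12 weeks (ratio 0.9651). Fewer PT-like cells in that library were argued against, since among the cells that are not PT-like it still held 4.17% against 1.67% to 1.99% (ratio 0.871). An inflamed kidney, blood left in the suspension and chance stay open as untested.

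Slpi in podocyte-like cells stood apart in DN male 12 weeks replicate 2, at 795 CPM against 10.3 to 22.7 (ratio 0.9842). Free RNA in that library was argued against: the median over its other classes was 0% of the podocyte-like level, and immune-like cells had 4.61% of it. The 286 UMIs came from 45 podocyte-like cells, and whether a few cells set this value was not tested. A difference between mice stays open as untested.

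Slc5a2 in PT-like cells stood apart in DN male 6 weeks replicate 1, at 501 CPM against 208 to 238 (ratio 0.8998), and Slc2a2 in control male 12 weeks replicate 1, at 247 CPM against 164 to 166 (ratio 0.9789). Another mix of PT-like clusters does not account for either. The change expected from the cluster shares alone was 0.172 of that seen for Slc5a2 and 0.0103 of that seen for Slc2a2. Differences within clusters, between mice or in the depletion of PT segments stay open as untested.

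Adam28 in mesangial-like cells stood apart in control male 12 weeks replicate 2, at 30.9 CPM against 18.3 to 19.1 (ratio 0.9383), and Mkl1 in control female 12 weeks replicate 1, at 11.0 CPM against 15.9 to 16.5 (ratio 0.8793). The transcript end of Adam28 shares 119 bases at 97.5% identity with 3 other genes. No explanation beyond chance (0.133 for all 8) was tested for them.

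The DN effect in PT-like cells differed between females and males for 26 genes. Chance was not excluded for this count, since 11 of 100 regroupings of the libraries within sex and age, the real one included, gave as many. The highest, with 6224 genes, parts no pair, and of the 20 that part all 8 pairs, as the real one does, 2 gave as many. With library chemistry, which all male libraries share, as a term, 86 genes passed. This does not decide whether chemistry is a cause. Females of both genotypes were split alike between the barcode lists, so such a term could not take away a difference in the DN effect. Whether the DN effect itself was measured otherwise in the libraries of the second list was not tested. A candidate explanation is the loss in DN males of the sex difference that control PT-like cells show. Genes with a sex difference were chosen in the controls of one age and followed in the DN effect at the other age, so that no library served both contrasts. The 26 genes and those of the sex chromosomes were left out. In DN males 166 of 181 such genes (91.7%, chosen at 6 weeks) and 212 of 223 (95.1%, chosen at 12 weeks) had moved towards the female level, which is 93.6% of both sets added up, where a gene in both counts once in each. In DN females 53.6% and 56.5% had moved towards the male level. This test does not tell a change in the cells from a change in which PT segments were recovered from males. Sex hormones were not measured. Of the 26 genes, Bhmt, Cyp4a12a, Hacl1, Prlr and Zfp385b have near-identical copies, with which reads could have been shared.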

How the results depend on the processing

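The tests chosen after the data were seen were DESeq2 with the replicate block, each pair left out with the block, and, for the podocyte-like share, labels exchanged within pairs, shares of named cells and cells of at least 1000 UMIs. No called gene that is named and none of the 3 followed lists changed direction under any alternative that was run. Of the 295 genes called in mesangial-like cells at 12 weeks, 294 kept their sign with doublets kept, with the lower clustering resolution and with the listed genes kept in the clustering, and all that were tested did under the other alternatives. The cause of the change in 1 gene was not tested. RLE size factors, a minimum of 30 cells per sum, both other clustering resolutions and the listed genes kept in the clustering left every count of calls in the report within 1.5 times its value.

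The replicate block raised the counts in all 4 classes. With the replicate block, calls at 6 and 12 weeks numbered 399 and 1230 in mesangial-like cells (32 and 295 without it), 176 and 206 in podocyte-like cells (11 and 32), 140 and 295 in glomerular EC-like cells (1 and 0), 232 and 258 in PT-like cells (56 and 32) and 2118 and 4744 over all classes (122 and 551). All calls made without it in these 4 classes were also made with it. In mesangial-like cells its calls split into 763 higher and 467 lower at 12 weeks, against 208 and 87. The DN effect differed between the ages for 4 genes in mesangial-like cells, and between the sexes for 9 genes there, 13 in podocyte-like and 238 in PT-like cells (0, 0, 0 and 26 without it). Of the genes named it changed only the call of Tagln at 6 weeks. Of the 56 camera tests it changed 4: the YAP list in mesangial-like cells at 6 weeks (adjusted p 0.116 without and 0.0384 with it), the MRTF-SRF list in podocyte-like cells at 6 weeks (0.0171 and 0.0716) and the matrix list in glomerular EC-like cells at 6 weeks (0.155 and 0.00520) and 12 weeks (0.376 and 0.0384). Under the estimated correlation the MRTF-SRF list in mesangial-like cells at 6 weeks (0.0716) and the PPAR list in PT-like cells at 12 weeks (0.112) no longer passed with it, and under fry the matrix list in mesangial-like cells (0.0170 and 0.0168 at 6 and 12 weeks), the glucose list in PT-like cells at 6 weeks (0.0271) and the NRF2 list there at 12 weeks (0.00344) passed. The block changed no other call of a list. It turned the sign of the median for 3 tests that were called neither way: the YAP list in podocyte-like cells at 6 weeks (0.14 without and -0.06 with it) and in glomerular EC-like cells at 12 weeks (0.003 and -0.04), and the stress list in PT-like cells at 6 weeks (-0.001 and 0.001). The cause was not tested. With DESeq2 and the block, the calls were 236 and 714 in mesangial-like, 59 and 98 in podocyte-like, 58 and 177 in glomerular EC-like and 391 and 421 in PT-like cells, and 1323 and 3252 in sum, with differences between the ages for 2 genes and between the sexes for 1 in mesangial-like cells and 283 in PT-like cells. The block takes out what same-numbered libraries share, which is the deviation that correlated within pairs.

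With a chemistry term, calls at 6 and 12 weeks were 133 and 581 in mesangial-like, 30 and 61 in podocyte-like, 16 and 72 in glomerular EC-like and 135 and 117 in PT-like cells and 442 and 1499 in sum, and the sexes differed for 86 genes in PT-like cells. With no filter on low counts they were 209 and 576, 100 and 134, 41 and 90, 314 and 294, and 1539 and 2897 in the same order, with differences between the ages for 16 genes in mesangial-like and 22 in PT-like cells and between the sexes for 6 and 122. DESeq2 called 96 in mesangial-like cells at 6 weeks, 25 in podocyte-like cells at 6 weeks, 6 and 32 in glomerular EC-like cells, 170 and 144 in PT-like cells, 390 and 1167 in sum, and 76 for the sexes in PT-like cells. Its other counts stayed within 1.5 times. With only the 8 libraries of an age, which leaves fewer libraries to estimate the spread, there were 5 calls in mesangial-like, 21 in podocyte-like, 0 in glomerular EC-like and 28 in PT-like cells at 6 weeks (61 in sum) and 10 in glomerular EC-like cells at 12 weeks (842 in sum). With doublets kept, calls were 7 and 57 in podocyte-like and 0 and 12 in glomerular EC-like cells, and with Scrublet 5 in podocyte-like cells at 6 weeks and 0 and 11 in glomerular EC-like cells. Apart from the smaller number of libraries, the cause of these shifts was not tested.

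Leaving out 1 library in turn gave 3 to 42 calls in mesangial-like cells at 6 weeks (lowest without control male 6 weeks replicate 1) and 139 to 332 at 12 weeks (without control male 12 weeks replicate 1). It gave 1 to 21 in podocyte-like cells at 6 weeks (without control female 6 weeks replicate 2) and 7 to 48 at 12 weeks (without control male 12 weeks replicate 2). In glomerular EC-like cells the counts were 0 to 4 at 6 weeks and 0 in every case at 12 weeks by edgeR, with 437 at an unadjusted p under 0.05 and 32 called by DESeq2 when all libraries were in. In PT-like cells they were 12 to 64 at 6 weeks (without DN male 6 weeks replicate 1) and 14 to 44 at 12 weeks (without DN male 12 weeks replicate 1). The sums were 45 to 136 at 6 weeks (without control male 6 weeks replicate 2) and 232 to 676 at 12 weeks (without control male 12 weeks replicate 2). The differences between ages in mesangial-like and PT-like cells and between sexes in mesangial-like cells stayed at 0 in edgeR in all 16 cases, and that between sexes in PT-like cells ran from 9 (without DN male 12 weeks replicate 1) to 29. Podocyte-like cells at 6 weeks were not tested without any 1 of their 3 DN libraries, because at least 3 libraries of each genotype were required.

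Leaving out 1 pair in turn with the block gave 207 to 435 and 668 to 1325 calls in mesangial-like cells at 6 and 12 weeks, 143 to 199 and 124 to 242 in podocyte-like, 78 to 266 and 62 to 382 in glomerular EC-like and 104 to 226 and 46 to 427 in PT-like cells, and 1029 to 2163 and 2554 to 5583 in sum. Differences between ages numbered 0 to 33 in mesangial-like and 0 to 1 in PT-like cells, and between sexes 0 to 36 and 93 to 506.

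The medians of the 3 lists followed here kept their sign under every alternative, from 0.32 to 0.62 at 6 weeks and 0.50 to 0.66 at 12 weeks for the MRTF-SRF list in mesangial-like cells, 0.35 to 0.62 and 0.25 to 0.37 for the NRF2 list and 0.28 to 0.56 and 0.34 to 0.61 for the PPAR list in PT-like cells over the libraries and pairs left out. The camera call was lost with an estimated correlation for the MRTF-SRF list at 12 weeks (median 0.57, adjusted p 0.0653), the NRF2 list at 12 weeks (0.32, 0.127) and the PPAR list at 6 weeks (0.38, 0.0575), and under fry for the NRF2 list at 12 weeks (0.32, 0.0947). Fry is also another kind of test, and the cause of these losses was not tested.

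Of the genes named, these lost their call in some alternatives. In mesangial-like cells at 6 weeks Acta2 lost it without control male 6 weeks replicate 1 (adjusted p 0.148) or replicate 2 (0.118), without DN female 6 weeks replicate 2 (0.0881), without DN male 6 weeks replicate 2 (0.0694) and with only the libraries of the age (0.0683), with which Pcp4l1 also lost it (0.0502). At 12 weeks Acta2 lost it without control male 12 weeks replicate 1 (0.0557) and Tagln without that library (0.0796) or DN female 12 weeks replicate 2 (0.0515). In podocyte-like cells at 6 weeks Slpi lost it without control female 6 weeks replicate 2 (0.111), control male 6 weeks replicate 1 (0.0905) or replicate 2 (0.0764), and Endou without the first (0.0958) or the last of these (0.0764). At 12 weeks Slpi lost it without DN male 12 weeks replicate 2 (0.177) and with DESeq2 and the block (0.0660), and Ddah1 without control male 12 weeks replicate 1 (0.0688) or replicate 2 (0.0647). Cxcl16 lost it in 17 of 29 alternatives, up to an adjusted p of 0.350 without control male 6 weeks replicate 2. Tagln at 6 weeks, not called with all libraries, was called in 10 of 29. All kept their direction, and the cause was not tested.

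The podocyte-like share was lower in DN by -0.763 to -1.343 percentage points with a library left out, by -1.31 with doublets kept, -1.27 with Scrublet, -1.34 with a 50% mitochondrial limit for all cells and -12.8 as a share of the glomerular classes. The exact permutation p stayed under 0.05 except without DN female 6 weeks replicate 1 (0.0556), and exchanging labels within pairs gave an exact p of 0.0156.

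The podocyte-like results rest on 126 and 130 DN cells at 6 and 12 weeks, and how far depth limits their calls was not tested. On simulated counts at 6 weeks in these cells, 26.1% of the genes changed by a factor of 2 were recovered, and 22.7% in PT-like cells, which were far more numerous, so that genes not called in either class may still differ. Mesangial-like sums at 6 weeks held 982174 UMIs on average and those at 12 weeks 1819080.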

Other observations

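The tests of exchanges within pairs, of PT depletion and of podocyte depth were chosen after the results had been seen. The p53 list was written after genes had been seen to be higher in DN PT-like cells, but before the list itself was tested. The other tests in this part were set before their own results were seen.

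For each age the 8 libraries were split into 2 groups of 4 in 34 ways, the real one included and the split by sex left out because it equals a term of the model. Chance was argued against for the counts of calls in mesangial-like, podocyte-like and PT-like cells at both ages. It was also argued against for the sum over all classes and the MRTF-SRF and PPAR lists at 12 weeks. In each of these, 1 of the 34 splits, the real one, gave a result as large. That is the fewest that 34 splits can give, and these comparisons were not adjusted for their number, so chance is not excluded for each. Chance was not excluded for the 1 call in glomerular EC-like cells at 6 weeks (7 of 34), for the sum at 6 weeks (5), or for the MRTF-SRF (4), NRF2 (5) and PPAR (5) lists at 6 weeks and the NRF2 list at 12 weeks (4). The split by replicate number gave 2246 calls in sum at 6 weeks, against 122 for the real split, and 596 in glomerular EC-like cells. It parts no pair and follows the barcode lists among females. What the replicate number marks among males is not known, so a technical cause was not shown. With the block, which takes out what same-numbered libraries share, the sum was 2118. For the 3 lists at 6 weeks and the NRF2 list at 12 weeks, the highest of the other splits part only 2 of the 4 pairs. Among the 8 splits that part all 4 pairs, as the real one does, only the real one was as large. At least 1 of these 8 is always as large, so this comparison alone cannot exclude chance. For the other counts, too, only the real one of these 8 splits was as large, apart from glomerular EC-like cells at 12 weeks. In glomerular EC-like cells at 12 weeks edgeR called 0 genes (437 at an unadjusted p under 0.05, 32 called by DESeq2), so that all 34 splits are as large by construction and this count says nothing.

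For the fits with the block, labels were exchanged within pairs in 100 ways, the real one included. As many calls over both ages came from 2 exchanges in mesangial-like cells (1629 calls), 4 in podocyte-like cells (382), 2 in glomerular EC-like cells (435) and 2 in PT-like cells (490). This argues against chance in all 4 classes. The ties are the exchanges of all pairs of 1 age, which repeat the real test with its sign turned, and in podocyte-like cells also that of the pair that lacks a library. The differences between the ages in mesangial-like and PT-like cells and between the sexes in mesangial-like cells had 0 calls in edgeR (164, 87 and 151 at an unadjusted p under 0.05, 0 in DESeq2), which all 100 regroupings reach by construction.

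The calls in mesangial-like cells may come in part from other cells counted with them. Smooth muscle and renin-like cells could bring Acta2 and Tagln. They would bring their other transcripts as well, and 55 transcripts specific to that class, the MRTF-SRF list left out, were compared with the rise that the 1.55% of such cells needed would give. The median ratio of the observed to the needed rise was 0.877 (quartiles -0.316 to 3.61), and for the 10 most abundant it was -0.0621, with 6 of them lower in DN. Members on both sides leave the median undecided, so the 2 explanations, such cells and a rise within mesangial-like cells, cannot be told apart. Fibroblasts may be the source of higher Ogn, Dcn and Fbln5. The other tested fibroblast markers, Pdgfra (-0.23) and Gsn (0.11), had a median log2 fold change of -0.0587 at 12 weeks, and at 6 weeks Gsn was at 0.47 and Pdgfra at -0.02 (median 0.22). The remaining 3 markers fixed for this test (Dpt, Fbln1 and Lum) had too few UMIs to be tested, with 0, 1 and 4 over all libraries against 790 of Ogn in DN libraries at 12 weeks. This goes against fibroblasts, but no class of cells was named as fibroblasts here that gives the levels they would bring. Pdgfra and Gsn had 135 and 264 CPM in control mesangial-like cells at 12 weeks, which would hide a small share of fibroblasts, so fibroblasts and a rise within mesangial-like cells cannot be told apart. Free RNA from PT cells was argued against as a main source, since 2.71% of the 295 calls were genes at least 5 times as abundant in PT-like cells, against 3.42% of all genes tested. Depth was argued against as the reason for more calls at 12 than at 6 weeks. With every library thinned to 279327 UMIs, a median of 102 genes was called at 12 weeks and 15 at 6 weeks over 5 draws. A change with the stage of disease stays open, and the difference between the ages was called for 0 genes by edgeR and by DESeq2 (164 in edgeR at an unadjusted p under 0.05), 4 with the block in edgeR, 2 with it in DESeq2 and 16 with no filter on low counts.

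In podocyte-like cells of DN mice at 6 weeks the dissociation stress list was higher. Stress of whole DN libraries during dissociation would raise it in other classes too. At 6 weeks its median log2 fold change was 0.0317 in glomerular EC-like cells (14 of 23 higher, camera adjusted p 0.856) and 0.172 in mesangial-like cells (15 of 22 higher, adjusted p 0.00161). At 12 weeks it was 0.37 (21 of 23, adjusted p 1.2e-06) and 0.45 (18 of 22, adjusted p 0.01001). None of these passed with an estimated correlation or under fry. In PT-like cells it was -0.001 at 6 weeks (adjusted p 0.718) and 0.12 at 12 weeks (0.376). The classes differ, with no rise in PT-like cells and in glomerular EC-like cells at 6 weeks and a rise elsewhere by camera alone. So stress of whole DN libraries, stress of podocytes alone on dissociation and a change in the mouse cannot be told apart.

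The lower podocyte-like share in DN was not due to shallow cells in control libraries, since among cells of at least 1000 UMIs the difference was -1.24 percentage points. Loss of podocytes in the mouse and a lower yield of them from DN glomeruli both stay open and were not tested. Of the share's drop, 1 library, control male 12 weeks replicate 2, carried part: without it the difference was -0.763. Without DN female 6 weeks replicate 1 the exact permutation p was 0.0556.

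The PT-like share of kept cells, unnamed ones included, was higher in DN. Poorer depletion of PT cells would raise it and leave the proportions among all other cells as they were. Among the cells that are not PT-like, the immune-like share still differed, at 1.95% against 1.08% (higher in DN, exact two-sided permutation p 0.00154, adjusted 0.0231), while no other class passed (mesangial-like, mitotic and podocyte-like cells at 0.0810). Part of this came from DN male 12 weeks replicate 1, at 4.17% against 1.67% to 1.99% in the other DN libraries at 12 weeks. A rise of immune-like cells can exist beside poorer depletion. Depletion and a change in the kidney therefore cannot be told apart for the PT-like share. Another mix of PT-like clusters was argued against for the calls in PT-like cells, as the change expected from cluster shares alone was 0.0489 of the observed one at 6 weeks and 0.0159 at 12 weeks (medians over calls).

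After Cdkn1a, Ccng1, Phlda3, Plk2, Gdf15, Ddias and Sulf2 were seen to be higher in DN PT-like cells, a list of 25 other p53 targets was written and then tested. Its 24 tested members had a median log2 fold change of 0.45 at 12 weeks, with 19 of them higher (camera p 4.2e-11 across genes, 0.000532 with an estimated correlation, 0.000169 under fry), and 0.26 at 6 weeks. A p53 response in PT cells is a candidate explanation, found and tested on the same libraries. No single member was called over all genes (5 adjusted over the list alone at 12 weeks, 4 at 6 weeks), and DNA damage was not measured.

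A stretch of chromosome 6 around Lep (29060220 to 29073877, GRCm38) that came with the mutation could make genes differ in many classes. Within 20 megabases of Lep lay 6 of the 540 genes called in any class (1.11%) and 182 of the 15429 tested (1.18%), with a Fisher's exact two-sided p of 1. This argues against it as the main cause of the calls.

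The calls over all classes numbered 122 at 6 weeks and 551 at 12 weeks. These are lower than the values quoted from the study above. The study tested single cells, named the cell types in another way and may have used other thresholds. The choice of fit alone moves the sums past its values: with the block they were higher than in the study at both ages, with 2118 at 6 weeks.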
